# JAK inhibition ameliorates bone destruction by simultaneously targeting mature osteoclasts and their precursors

**DOI:** 10.1186/s41232-023-00268-4

**Published:** 2023-03-03

**Authors:** Shinya Yari, Junichi Kikuta, Hotaka Shigyo, Yu Miyamoto, Daisuke Okuzaki, Yuki Furusawa, Masafumi Minoshima, Kazuya Kikuchi, Masaru Ishii

**Keywords:** JAK inhibitor, Osteoclast, Intravital imaging, Inflammatory bone destruction, Cell migration, Chemokine

## Abstract

**Background:**

Rheumatoid arthritis (RA) is characterized by chronic inflammation and resultant cartilage/bone destruction because of aberrantly activated osteoclasts. Recently, novel treatments with several Janus kinase (JAK) inhibitors have been shown to successfully ameliorate arthritis-related inflammation and bone erosion, although their mechanisms of action for limiting bone destruction remain unclear. Here, we examined the effects of a JAK inhibitor on mature osteoclasts and their precursors by intravital multiphoton imaging.

**Methods:**

Inflammatory bone destruction was induced by local injection of lipopolysaccharides into transgenic mice carrying reporters for mature osteoclasts or their precursors. Mice were treated with the JAK inhibitor, ABT-317, which selectively inhibits the activation of JAK1, and then subjected to intravital imaging with multiphoton microscopy. We also used RNA sequencing (RNA-Seq) analysis to investigate the molecular mechanism underlying the effects of the JAK inhibitor on osteoclasts.

**Results:**

The JAK inhibitor, ABT-317, suppressed bone resorption by blocking the function of mature osteoclasts and by targeting the migratory behaviors of osteoclast precursors to the bone surface. Further exhaustive RNA-Seq analysis demonstrated that *Ccr1* expression on osteoclast precursors was suppressed in the JAK inhibitor-treated mice; the CCR1 antagonist, J-113863, altered the migratory behaviors of osteoclast precursors, which led to the inhibition of bone destruction under inflammatory conditions.

**Conclusions:**

This is the first study to determine the pharmacological actions by which a JAK inhibitor blocks bone destruction under inflammatory conditions; this inhibition is beneficial because of its dual effects on both mature osteoclasts and immature osteoclast precursors.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s41232-023-00268-4.

## Background

Rheumatoid arthritis (RA) is an autoimmune disease that results in severe bone destruction because of inflammation [1]. RA is characterized by synovial inflammation, hyperplasia of the joints, and destruction of both cartilage and bone. Bone erosion occurs rapidly from the onset of RA; it results in deformation and functional deterioration of the joints [2, 3]. Therefore, the treatment of RA involves suppression of progressive bone destruction.

Osteoclasts are multinucleated giant cells that differentiate from cells of the monocyte/macrophage lineage after stimulation with macrophage colony-stimulating factor and receptor activator of NF-κB ligand (RANKL) [4, 5]. Osteoclasts constitute a specialized subset of cells that resorb bone via acid secretion; they have a critical role in normal bone homeostasis [5]. However, inflammation-activated osteoclasts cause severe bone erosion and focal bone loss, which lead to joint destruction [6]. Previously, we developed an intravital multiphoton imaging system to visualize bone tissues in living mice; we have demonstrated the dynamic behaviors of osteoclasts and their precursors. We first visualized the migration and localization of osteoclast precursor macrophages that are finely controlled by a blood-enriched mediator of lipid metabolism, sphingosine-1-phosphate (S1P), representing a novel mechanism for the control of osteoclastogenesis and bone resorption in vivo [7, 8]. Furthermore, we visualized bone destruction by intact mature osteoclasts, which exhibit two distinct functional states: bone-resorbing (R) cells that are firmly attached to bones and actively dissolve the bone matrix and non-resorbing (N) cells that attach loosely to bones with less capacity for bone resorption [9, 10].

A range of agents have been developed and clinically applied for the treatment of RA and related arthritic diseases. Notably, biological disease-modifying antirheumatic drugs (bDMARDs), such as anti-tumor necrosis factor-alpha (TNF-α) antibody, anti-interleukin (IL)-6 receptor antibody, and cytotoxic T-lymphocyte antigen (CTLA)-4 Ig, are effective for limiting arthritic inflammation and bone destruction in patients [11, 12]. Using our intravital bone imaging system, we have directly visualized the cellular dynamics of mature osteoclasts and their precursors during inflammatory bone destruction; we revealed that different biologics acted at specific points in the process of osteoclastic bone destruction with varying efficacies. In particular, blockade of IL-6 receptor and TNF-α markedly inhibited the bone resorptive function of mature osteoclasts, whereas CTLA-4 Ig mainly affected the mobility of osteoclast precursors [13].

Janus kinase (JAK) inhibitors are emerging as a new class of agents for the treatment of RA [14–19]. JAK inhibitors, which exhibit effectiveness comparable to bDMARDs, can be administered orally because they constitute low-molecular-weight compounds. The JAK-signal transducers and activation of transcription (STAT) signaling pathway is a representative intracellular transduction pathway that is involved in many crucial biological processes, including cell proliferation and differentiation. Pro-inflammatory cytokines bind to their receptors on the cell membrane; the intracellular JAKs bound to the receptors are phosphorylated. The transcription factor STAT is activated by these JAKs; it regulates the gene expression patterns of several inflammatory molecules [20]. JAK is the collective term for a family of four tyrosine kinases consisting of JAK1, JAK2, JAK3, and tyrosine kinase 2 (TYK2). Specific proinflammatory cytokines activate particular members of the JAK family via signaling [21]. JAK inhibitors block activation of the JAK-STAT signal transduction pathway, leading to significant suppression of the progressive bone and articular destruction that occurs in RA. However, it remains unclear how JAK inhibitors affect osteoclast dynamics and functions, resulting in the suppression of bone erosion in vivo.

Using our intravital bone imaging system, we visualized the cellular dynamics of mature osteoclasts and their precursors. Specifically, we explored how the JAK inhibitor, ABT-317, which selectively inhibits activation of JAK1, affected osteoclast dynamics in vivo (e.g., the migration of osteoclast precursors and the activation of mature osteoclasts). We found that the JAK inhibitor blocked both the bone resorptive function of mature osteoclasts and the migration of osteoclast precursors to the bone surface during inflammatory bone destruction.

## Methods

### Mice

Wild-type C57BL/6 J mice were purchased from CLEA Japan. CX3C receptor 1-enhanced green fluorescent protein (CX_3_CR1-EGFP) knock-in mice were obtained from the Jackson Laboratory [22]. Tartrate-resistant acid phosphatase-tandem Tomato (TRAP-tdTomato) transgenic mice have been described previously [10]. All mice were maintained under a 12-h/12-h light/dark cycle in the specific pathogen-free animal facilities of Osaka University. All animal experiments were approved by the Institutional Animal Experimental Committee of Osaka University.

### Treatment with drugs

To perform intravital imaging, lipopolysaccharide (LPS) (10 mg/kg body weight; Sigma-Aldrich) dissolved in phosphate-buffered saline (PBS) was injected into the calvarial periosteum of mice under isoflurane anesthesia. To perform RNA sequencing (RNA-Seq), reverse transcription-quantitative polymerase chain reaction (RT-qPCR), and flow cytometry analyses, LPS (20 mg/kg body weight) dissolved in PBS was injected into the calvarial periosteum. From the day of LPS injection, the JAK inhibitor ABT-317, which was provided by AbbVie Bioresearch Center, at a dose of 60 mg/kg body weight dissolved in 0.5% hydroxypropyl methylcellulose (Alfa Aeser) and 0.02% Tween 80 (Sigma-Aldrich) in sterile water was orally administered twice daily for 5 days. To visualize osteoclastic bone resorption using intravital bone imaging, a pH-activatable fluorescent probe for osteoclast activity sensing (pHocas)-3 dissolved in PBS was subcutaneously injected at a dose of 6 mg/kg body weight daily into TRAP-tdTomato mice, beginning 3 days before imaging. The C–C motif chemokine receptor 1 (CCR1) antagonist, J-113863 (MedChemExpress, #HY-103360) (3 mg/kg body weight) dissolved in 10% dimethyl sulfoxide (Sigma-Aldrich), 40% polyethylene glycol 300 (Wako), 5% Tween 80 (Sigma-Aldrich), and 45% PBS, was injected intraperitoneally once daily for 5 days.

### Intravital multiphoton bone tissue imaging

Calvarial bone tissues of TRAP-tdTomato and CX_3_CR1-EGFP mice (7–20 weeks old) were examined by intravital multiphoton microscopy using a previously reported protocol with modifications [7–10]. The imaging system consisted of a Carl Zeiss upright multiphoton microscope (LSM 780 NLO) equipped with a 20 × water immersion objective (W Plan-Apochromat: numerical aperture (N.A.), 1.0; Carl Zeiss) and a Nikon upright multiphoton microscope (A1R MP +) equipped with a 25 × water immersion objective (CFI175 Apo 25XC W 1300: N.A., 1.1; Nikon). The imaging system for Carl Zeiss upright multiphoton microscopy was driven by a femtosecond-pulsed infrared laser (Chameleon Vision II Ti: Sapphire; Coherent, Inc.). The imaging system for Nikon upright multiphoton microscopy was driven by a dual femtosecond-pulsed infrared laser (Chameleon Discovery; Coherent, Inc.). Intravital bone imaging experiments in the absence of pHocas-3 were performed using a Nikon multiphoton microscope, whereas experiments in the presence of pHocas-3 were performed using a Zeiss multiphoton microscope.

Using a Carl Zeiss upright microscope, spectral imaging was performed with specialized internal multi-photomultiplier detectors. Acquired raw images were subjected to spectral unmixing with ZEN software (Carl Zeiss) to create unmixed images that excluded autofluorescence. An excitation wavelength of 940 nm was used to simultaneously excite second harmonic generation (SHG), autofluorescence, pHocas-3, and tdTomato. To obtain snapshot images, image stacks were collected in vertical steps of 3 µm at a depth of 50–150 µm below the skull bone surface with × 1.5 zoom, 512 × 512 X–Y resolution, and a time resolution of 5 min. Spectral unmixing was performed on intravital bone imaging data using a Zeiss multiphoton microscope. Fluorescence spectra of SHG, autofluorescence, pHocas-3, and tdTomato were obtained using ZEN software by manual selection of appropriate pixels on true color intravital bone images of wild-type mice, wild-type mice-administered pHocas-3, and TRAP-tdTomato mice, respectively. These spectral libraries were initially saved on a computer and used to create unmixed images via spectral unmixing algorithms in which each type of fluorescence was discriminated and autofluorescence was excluded [23].

Using a Nikon multiphoton microscope, multifluorescence images were acquired by direct detection of fluorescence using four external non-descanned detectors equipped with dichroics and emission filters, including an infrared-cut filter (DM685), three dichroic mirrors (DM458, DM506, and DM605), and four emission filters (492/SP for the SHG image, 525/50 for EGFP, and 583/22 for tdTomato). The excitation wavelengths were 880 nm for SHG and EGFP and 1040 nm for tdTomato. To obtain snapshot images, image stacks were collected in vertical steps of 3 µm at a depth of 90 µm below the skull bone surface with × 1.0 zoom and 512 × 512 X–Y resolution. For intravital time-lapse bone imaging to analyze the mean tracking speed of EGFP^+^ cells, image stacks were collected in vertical steps of 3 µm at a depth of 6–9 µm below the skull bone surface with × 1.5 zoom, 512 × 512 X–Y resolution, and a time resolution of 30 s.

### Image analysis of bone resorbing index in mature osteoclasts

To assess the bone resorption index of mature osteoclasts after image acquisition, NIS-Elements software (Nikon) was used. First, constant *γ* corrections were applied to all images to enhance the signal-to-noise ratio: tdTomato, *γ* = 0.9; pHocas-3, *γ* = 2.5. Mature osteoclast areas were binarized using Otsu’s thresholding method and automatically extracted from the original maximum intensity projection images. The mean pHocas-3 fluorescence intensities in mature osteoclast areas (pHocas-3 signals) and outside such areas (pHocas-3 noise) were measured. The bone resorption index was calculated as the ratio of pHocas-3 signal to pHocas-3 noise (Supplementary Fig. S1A) [23].

### Image analysis to track morphological changes in mature osteoclasts

Cell shapes were recognized using the NIS-Elements software (Nikon). We defined three distinct areas: initially (*t* = 0) (A); in the final time frame (*t* = 5) (C); and overlapping between these two time frames (B). The cell deformation index was calculated as (A + C)/(A + B), representing the ratio of area change over 10 min divided by the area change during the previous time frame. The details have been described previously (Supplementary Fig. S1B) [9].

### Image analysis of tracking speed mean of osteoclast precursors

To correct the drift of visual fields, raw time-lapse imaging data were processed using NIS-Elements software (Nikon). EGFP^+^ cells were automatically identified using Imaris software (Bitplane). This tracking algorithm uses autoregressive motion, with max distance of 6 µm and gap size of 3.

### Image analysis of the bone adhesion area of osteoclast precursors

CX_3_CR1-EGFP/TRAP-tdTomato mice were used in this analysis. The surface tool of Imaris software (Bitplane) was used to perform automatic cell-surface segmentation of each area of SHG^+^ bones, tdTomato^+^ mature osteoclasts, and EGFP^+^ osteoclast precursors. The 3D surface objects of bones were manually adjusted to the 3D surface objects of mature osteoclasts tightly adhering to the bone surface. EGFP^+^ surface objects ≤ 50 µm^3^ in volume were not included in the analysis, because such groupings were unlikely to represent cells. The surface tool was then used to detect colocalized SHG and EGFP voxels, defined as the adhesion areas between bones and osteoclast precursors (Supplementary Fig. S2A). EGFP^+^ osteoclast precursor areas and adhesion areas were binarized using Otsu’s thresholding method and automatically extracted from the edited images by NIS-Elements software (Nikon). The ratio of the sum of osteoclast precursor areas to the sum of adhesion areas was calculated.

### Flow cytometry and cell sorting

For sample collection, LPS was injected into the calvarial periosteum of CX_3_CR1-EGFP mice, together with JAK inhibitor or vehicle twice per day; 5 days later, bone marrow cells were collected from calvarial bone tissues with flow cytometry buffer (FACS buffer) (1 × PBS, 4% heat-inactivated fetal bovine serum, and 2 mM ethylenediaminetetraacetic acid) using a mortar. EGFP^+^ cells were then isolated from the extract using an SH800 cell sorter (Sony). Isolated murine cells were blocked with anti-CD16/32 antibody (BD Biosciences, #553141) for 15 min, followed by staining with anti-CD191 (CCR1)-phycoerythrin (BioLegend, #152507) and phycoerythrin-conjugated Rat IgG2b, *κ* isotype control antibody (BioLegend, #400607) for 30 min. Measurements such as the mean fluorescence index were performed using FlowJo software (TreeStar).

### RNA-Seq analysis

Cells were digested in QIAZOL (Qiagen) to extract total RNA, in accordance with the manufacturer’s instructions. The library was prepared using a TruSeq Stranded mRNA Sample Prep Kit (Illumina), in accordance with the manufacturer’s instructions. Sequencing was performed on an Illumina HiSeq 2500 platform in 75-base single-end mode. Illumina Casava 1.8.2 software was used for base calling. Bioinformatics analysis was performed using Integrated Differential Expression and Pathway (iDEP) analysis software, version 94. Access to raw data concerning this study was submitted under Gene Expression Omnibus (GEO) accession number GSE193104.

### Cell culture

For immunoblot analysis, murine macrophage RAW 264.7 cells were cultured with 100 nM or 2 µM ABT-317 or with vehicle for 1 h and then stimulated with IL-6 (RSD) at a concentration of 10 ng/mL or 1 ng/mL for 5 min or 10 min. Cell lysates were then prepared and subjected to immunoblotting.

For RT-qPCR analysis, the RNeasy Micro Kit (Qiagen) was used to extract mRNA from RAW 264.7 cells cultured for 24 h with 100 nM ABT-317 or vehicle in the presence of IL-6 at a concentration of 10 ng/mL. RT-qPCR was then performed as described below.

### Immunoblot analysis

Cell lysates prepared in a radioimmunoprecipitation assay (RIPA) buffer (Thermo Scientific) containing a protease inhibitor (cOmplete™, Mini, EDTA-free, Roche) and a phosphatase inhibitor (PhosSTOP™, Roche) were subjected to immunoblot analysis using antibodies specific for STAT1 (Cell Signaling Technology, #9172), Phospho-STAT1 (Cell Signaling Technology, #7649), STAT3 (Cell Signaling Technology, #4904), and Phospho-STAT3 (Cell Signaling Technology, #9145).

### RT-qPCR

Cells were digested in QIAZOL (Qiagen) to extract total RNA, in accordance with the manufacturer’s instructions. Total RNA and cDNA of the cells from bone tissues were obtained using RNeasy Mini Kit (Qiagen) and Superscript III reverse transcriptase (Thermo Fisher Scientific), in accordance with the manufacturer’s instructions. Quantitative reverse transcription-polymerase chain reaction was performed for 50 cycles using a Thermal Cycler Dice Real-Time System TP800 (TaKaRa Bio) with TB Green Premix EX Taq (Tli RnaseH Plus) and Bulk (TaKaRa Bio). The relative levels of the mRNA transcripts of interest were calculated using the 2^ΔΔCt^ method. The relative levels were normalized to the housekeeping gene, *Gapdh*, and the specificities of the amplified products were confirmed from dissociation curves. The following specific primer pairs were used (forward and reverse, respectively): *Gapdh* (5′-ACCACAGTCCCATGCCATCAC-3′ and 5′-TCCACCACCCTGTTGCTGTA-3′) and *Ccr1* (5′-GTGTTCATCATTGGAGTGGTGG-3′ and 5′-GGTTGAACAGGTAGATGCTGGTC-3′).

### Statistical analysis

Data shown are representative of at least three independent experiments unless otherwise indicated. All data were analyzed using GraphPad Prism 6 (GraphPad Software, Inc.) and are presented as means + or  ± standard deviations (SDs) unless otherwise stated. Statistical analyses were performed using the unpaired two-tailed *t*-test or the Mann-Whitney *U*-test for between-group comparisons. Statistical analyses of comparisons among three groups were performed using the Kruskal-Wallis test with Dunnett’s post hoc test and analysis of variance (ANOVA) with the Tukey’s post hoc test. In all analyses, *P* < 0.05 was considered to indicate statistical significance.

## Results

### JAK inhibitor suppressed the function of inflammation-activated mature osteoclasts

To investigate the effects of JAK inhibitor on the cellular dynamics of mature osteoclasts and their precursors in vivo, we used a lipopolysaccharide (LPS)-induced inflammatory bone destruction model, as described previously [13]. LPS causes bone destruction both directly and indirectly. In the former, LPS promotes osteoclast differentiation and activation through toll-like receptor 4 (TLR4) signaling [24, 25], and in the latter, LPS/TLR4 signaling induces the production of proinflammatory cytokines, which upregulate RANKL expression in osteoblasts or fibroblasts, leading to osteoclast activation [26, 27]. IL-6 is a proinflammatory cytokine that activates the JAK-STAT signaling cascade. As JAK inhibitors block JAK-STAT signaling, but not the LPS/TLR4 signaling pathway, they would inhibit osteoclast activation by suppressing IL-6-mediated RANKL production. First, we used intravital multiphoton microscopy to examine the effects of JAK inhibitor on the bone resorptive function of mature osteoclasts in living mice. To visualize osteoclastic bone resorption, we used mice expressing the reporter tdTomato in the cytosol of mature osteoclasts (TRAP-tdTomato mice) [9]; we also used pHocas-3, which is capable of detecting localized acidification by bone-resorbing mature osteoclasts on the bone surface in vivo [10]. LPS was injected into the calvarial periosteum of TRAP-tdTomato mice; the JAK inhibitor, ABT-317, was administered orally twice daily for 5 days. Five days after LPS injection, mouse skull bone tissues were visualized to assess the functions of mature osteoclasts (Fig. 1A, Supplementary Fig. S1A). Compared with steady-state conditions, the bone resorptive activity of mature osteoclasts was significantly activated under LPS-induced inflammatory conditions (Fig. 1 A and B, Supplementary Video 1). The bone resorptive activity was significantly inhibited in mice treated with JAK inhibitor, compared with vehicle-treated controls (Fig. 1 A and B, Supplementary Video 1).

**Fig. 1:**
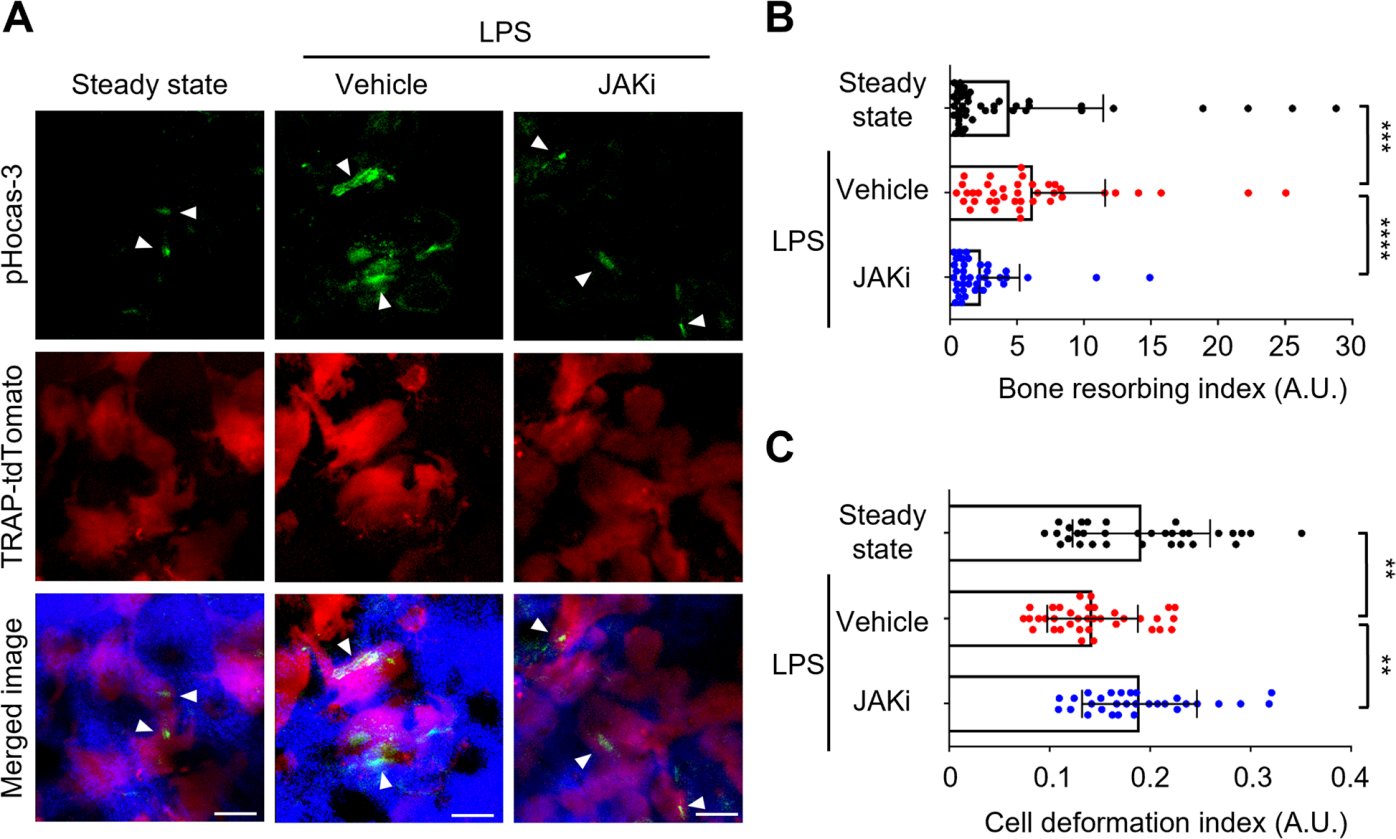
JAK inhibitor suppressed the function of inflammation-activated mature osteoclasts.** A** Representative intravital multiphoton imaging results of the bone resorptive activity of mature osteoclasts in calvarial bones in JAK inhibitor (JAKi)-treated LPS-induced mice. Green, pHocas-3; red, TRAP-tdTomato^+^ mature osteoclasts; blue, bones (second harmonic generation). Arrowheads: bone resorption areas. Scale bar, 30 µm. **B** The bone resorption index (BRI) of mature osteoclasts. A higher BRI indicates increased osteoclast activity (steady state, *n* = 43 images; vehicle, *n* = 40 images; JAKi, *n* = 38 images from 5 mice per group). Error bars indicate the means + SDs. **C** Mobility of mature osteoclasts. A higher cell deformation index (CDI) indicates increased mobility (steady state, *n* = 32 cells from 3 mice; vehicle, *n* = 36 cells from 3 mice; JAKi, *n* = 30 cells from 4 mice). Error bars indicate the means ± SDs. Statistical significance was determined by Kruskal-Wallis test. **P < 0.01, ***P < 0.001 ****P<0.0001

Previously, we characterized two different populations of living mature osteoclasts in terms of their motility and function: static bone resorptive (R-type) and moving non-resorptive (N-type) cells [9]. To further investigate the effects of the JAK inhibitor on the dynamics of mature osteoclasts, we tracked morphological changes in mature osteoclasts (Supplementary Fig. S1B). Compared with mice in steady-state conditions, the motility of mature osteoclasts was significantly decreased in LPS-stimulated mice, indicating an increase in the population of R-type mature osteoclasts under inflammatory conditions (Fig. 1C, Supplementary Video 1). The motility of mature osteoclasts was significantly increased in mice treated with JAK inhibitor, compared with vehicle-treated controls (Fig. 1C, Supplementary Video 1), indicating an increase in the population of N-type mature osteoclasts. These results suggested that the JAK inhibitor affects the bone resorptive function of mature osteoclasts.

### JAK inhibitor influenced the migration of osteoclast precursors to the bone surface

Next, we focused on the effects of the JAK inhibitor on osteoclast precursors, which are the source of mature osteoclasts. LPS was injected into the calvarial periosteum of reporter mice expressing EGFP under the control of the CX_3_CR1 promoter to label osteoclast precursor monocytes (CX_3_CR1-EGFP mice) [7, 28, 29]. Five days after LPS injection, intravital multiphoton microscopy was used for visualization of mouse skull bone tissues to assess the mobility of EGFP^+^ monocytoid cells. The mean tracking velocity of CX_3_CR1-EGFP^+^ osteoclast precursors was significantly lower under LPS-induced inflammatory conditions than in steady-state conditions (Fig. 2 A and B, Supplementary Video 2). The osteoclast precursors tightly adhered to the endosteum in the inflammatory environment, which is regarded as a critical step during differentiation into mature osteoclasts [5]. In contrast, treatment with JAK inhibitor significantly increased the mean tracking velocity of osteoclast precursors compared with vehicle-treated controls (Fig. 2 A and B, Supplementary Video 2).

**Fig. 2:**
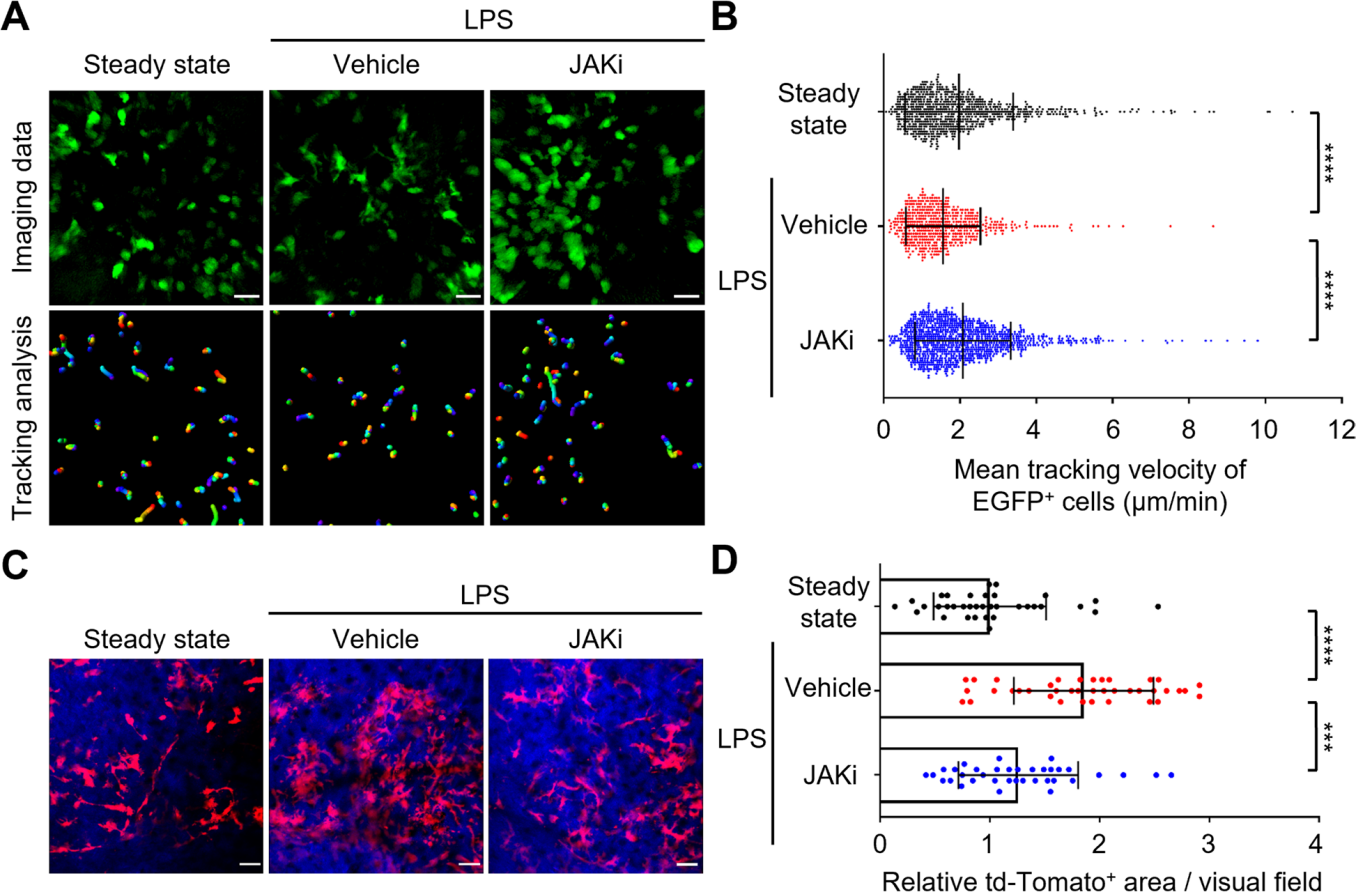
JAK inhibitor influenced migration of osteoclast precursors to the bone surface. **A** Representative intravital multiphoton imaging of the migration of osteoclast precursors in calvarial bones in JAK inhibitor (JAKi)-treated LPS-induced mice. Green, CX_3_CR1-EGFP. Scale bar, 30 µm (upper panels). The movement of CX_3_CR1-EGFP^+^ cells was tracked for 10 min. Colored lines show the cell trajectories (lower panels). **B** Tracking velocities of EGFP^+^ cells (steady state, *n* = 795 cells; vehicle, *n* = 570 cells; JAKi, *n* = 1091 cells from 5 mice per group). **C** Representative intravital multiphoton imaging of mature osteoclasts in calvarial bones in JAK inhibitor (JAKi)-treated LPS-induced mice. Red, TRAP-tdTomato^+^ mature osteoclast; blue, bones (second harmonics generation). Scale bar, 50 µm. **D** Area of TRAP-tdTomato^+^ mature osteoclasts relative to steady state (steady state, *n* = 35 images; vehicle, *n* = 39 images; JAKi, *n* = 36 images from 5 mice per group). Error bars indicate the means ± SDs. Statistical significance was determined by Kruskal-Wallis test. ***P<0.001, ****P<0.0001

To clarify whether the JAK inhibitor interferes with the migration of osteoclast precursors to the bone surface, we analyzed the adherence of osteoclast precursors to the bone surface. The bones were visualized using the SHG signal; the adhesion area between CX_3_CR1-EGFP^+^ osteoclast precursors and bone was extracted from the original images (Supplementary Fig. S2A). Compared with steady-state conditions, the adhesion area was increased under LPS-induced inflammatory conditions (Supplementary Fig. S2 B, C). In contrast, the adhesion area was significantly smaller in JAK inhibitor-treated mice than in vehicle-treated controls (Supplementary Fig. S2 B, C), indicating that the JAK inhibitor prevented the migration of osteoclast precursors to the bone surface under inflammatory conditions associated with bone destruction.

Furthermore, to examine the number of mature osteoclasts at the site of LPS-induced inflammation, the areas of TRAP-tdTomato^+^ mature osteoclasts were automatically extracted from the original images and statistically evaluated (Fig. 2 C, D). In comparison with steady-state conditions, the TRAP-tdTomato^+^ area was significantly increased under LPS-induced inflammatory conditions. Treatment with JAK inhibitor decreased the area of mature osteoclasts (Fig. 2 C, D), compared with vehicle-treated controls. These results suggest that the JAK inhibitor has an inhibitory effect on the firm attachment of osteoclast precursors to the bone surface, thus limiting the number of mature osteoclasts.

### JAK inhibitor decreased the expression of *Ccr1* on osteoclast precursors under inflammatory conditions

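RNA-Seq was performed on osteoclast precursors sorted as EGFP+ cells from the calvaria of CX_3_CR1-EGFP mice, in which the green reporter marks cells of the monocyte lineage. All 6 mice received lipopolysaccharide (LPS, 20 mg/kg) in the calvarial periosteum. For 5 days, 3 of them were given the JAK1 inhibitor ABT-317 (60 mg/kg, 2 doses per day) and 3 were given vehicle, which is the number of mice per group in the legend of Fig. 3. The methods name a TruSeq Stranded mRNA kit for the libraries, whereas the sample labels name full-length cDNA from a SMART-Seq HT kit followed by a Nextera library. Reads were single-end from an Illumina HiSeq instrument, and the authors analyzed them in iDEP. The authors deposited 1 table per mouse with the FPKM (fragments scaled by transcript length and library size) of 24346 gene symbols, which Fig. 3A calls normalized FPKM. The paper's text names neither the aligner, the genome build, the annotation nor the program behind these values. The FPKM summed to 758529, 688372 and 739909 in JAK inhibitor-treated mice 1 to 3 and to 775790, 740921 and 752098 in vehicle-treated mice 1 to 3. These sums are not read counts, and the absolute depth is unknown. As a rough estimate, the most frequent ratios of low values between pairs of libraries put the relative depths within 1.17-fold of each other when the 7 pairs with a clear peak were used, a criterion chosen after the ratios were seen, and within 1.32-fold over all 15 pairs. The values were kept as scaled by the authors. Genes with an FPKM of at least 1 in at least 1 of the 6 mice were kept, which left 11301 genes, and log2(FPKM + 1) was compared between the groups with limma (empirical Bayes with a trend, Benjamini-Hochberg adjustment). Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. At an adjusted p under 0.05, 15 genes differed, of which 11 were lower and 4 higher in JAK inhibitor-treated mice. At an unadjusted p under 0.05, 1062 genes were lower and 742 were higher, against 999 and 793 with scaling by the median ratio and 918 and 888 with quantile normalization, so the size of the excess of lower genes depended on the scaling. Groups that did not overlap were found for 22% of the tested genes, against 10% given by chance with 3 mice against 3. The number of genes past the adjusted threshold depended on the model and on single mice: it was 1 when JAK inhibitor-treated mouse 2 was left out, 2 without the trend and 63 with weights for each library.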

To determine the molecular mechanism by which the JAK inhibitor prevented the migration of osteoclast precursors to the bone surface, CX_3_CR1-EGFP^+^ cells were isolated from the calvaria of LPS-induced inflammatory bone destruction model mice treated with JAK inhibitor or vehicle; RNA sequencing (RNA-Seq) analysis was then performed. 

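Values for 4 genes of osteoclast fusion and bone resorption were compared between the groups. Positions are those of GENCODE M21 on GRCm38, since the paper names no build. *Ctsk* (chromosome 3, 95499256 to 95509362), which encodes the protease cathepsin K, had an FPKM of 86.8 ± 70.5 (SD, n = 3) in vehicle-treated mice and 13.0 ± 5.46 (SD, n = 3) in JAK inhibitor-treated mice. Its log2 fold change was -2.43 (standard error 0.49, adjusted p = 0.109 in limma over all tested genes). *Atp6v0d2* (chromosome 4, 19876841 to 19922605), a subunit of the proton pump, had an FPKM of 7.79 ± 6.32 (SD, n = 3) with vehicle and 1.27 ± 0.709 (SD, n = 3) with JAK inhibitor, a log2 fold change of -1.75 (standard error 0.45, adjusted p = 0.131 in limma). *Ocstamp* (chromosome 2, 165393760 to 165400405), which encodes a membrane protein of cell fusion, had an FPKM of 1.15, 2.95 and 7.62 in the 3 vehicle-treated mice, whereas it was listed at 0 in JAK inhibitor-treated mouse 1 and had 0.122 and 0.789 in mice 2 and 3. Its log2 fold change was -1.73 (standard error 0.46, adjusted p = 0.147 in limma). *Dcstamp* (chromosome 15, 39745930 to 39760938), its partner in fusion, had an FPKM of 2.01 ± 0.912 (SD, n = 3) with vehicle and 0.281 ± 0.155 (SD, n = 3) with JAK inhibitor, a log2 fold change of -1.19 (standard error 0.28, adjusted p = 0.117 in limma). For each of the 4 genes, all vehicle-treated mice lay above all JAK inhibitor-treated mice, and the exact 2-sided permutation test gave p = 0.1, the smallest that 3 mice against 3 allow. Adjusted over the 18 tested genes among the 24 that the paper names for this experiment, the limma adjusted p was 0.0113 for *Ctsk* and *Dcstamp*, 0.0133 for *Atp6v0d2* and 0.0146 for *Ocstamp*. The paper reports these 4 genes as lower in the same 6 mice, so this smaller family was in part chosen by its outcome and its adjusted p is not an independent test. Vehicle-treated mouse 3 had the highest value of each gene. Without it, the log2 fold changes were -1.81 for *Ctsk*, -1.20 for *Atp6v0d2*, -1.21 for *Ocstamp* and -1.003 for *Dcstamp*. The pseudocount moved the genes with low values most: with 0.1 in place of 1, the log2 fold change was -3.51 for *Ocstamp* and -2.43 for *Dcstamp*. In the same bulk libraries, macrophage genes were also lower (median log2 fold change -1.11) and non-classical monocyte genes higher (0.65). Lower expression of the 4 genes per cell therefore cannot be told apart from a change in the mix of sorted cells.

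**Figure D1:**
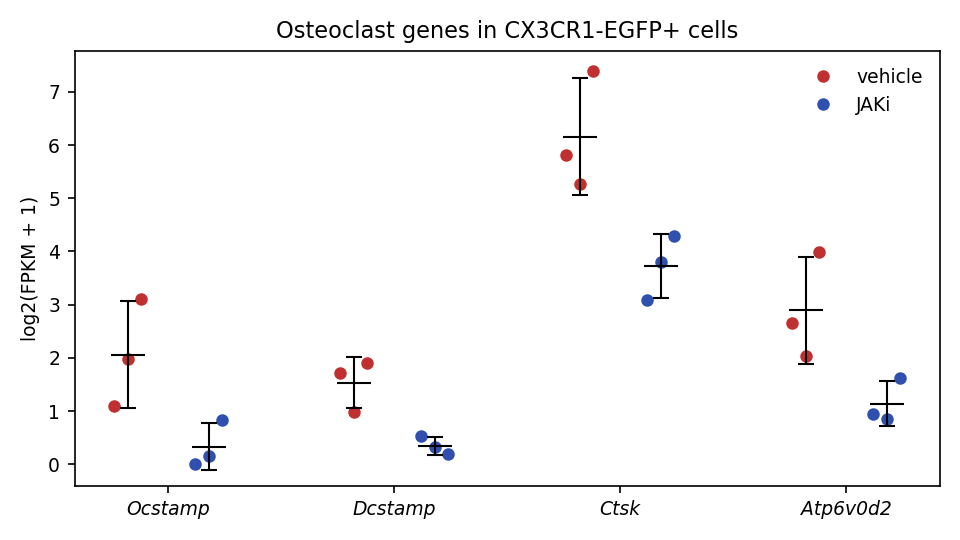
Values of *Ocstamp*, *Dcstamp*, *Ctsk* and *Atp6v0d2* in CX_3_CR1-EGFP+ cells as log2(FPKM + 1), with 1 point per mouse (red, vehicle; blue, JAK inhibitor) and the mean ± SD of 3 mice in black. For each gene the 3 JAK inhibitor-treated mice lie below the 3 vehicle-treated mice.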

Several genes associated with osteoclast differentiation were downregulated upon treatment with JAK inhibitor (*Ocstamp*, *Dcstamp*, *Ctsk*, and *Atp6v0d2*) (Supplementary Fig. S3A). Gene Ontology (GO) pathway enrichment analysis showed that most of the downregulated genes were related to the regulation of cell migration (Supplementary Fig. S3B). 

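By the fold and P criterion that the paper states for *Ccr1* (more than 2-fold, p under 0.05, here the unadjusted limma p), 156 genes were lower and 71 were higher with JAK inhibitor among the genes tested. This total of 227 genes was 394 with a pseudocount of 0.1 and 129 without vehicle-treated mouse 3. Of the 156 lower genes, 121 had their highest value in vehicle-treated mouse 3, 19 in vehicle-treated mouse 1 and 16 in vehicle-treated mouse 2. Gene Ontology terms were not used here. In their place, a list of 120 genes of cell migration was written from general knowledge and the genes the paper names, before the values were seen, with chemokines, their receptors, integrins, selectins, matrix proteases and regulators of the cytoskeleton, and including *Ccr1*. Of its 103 tested genes, 16 were among the lower genes and 0 were among the higher genes. Listed genes made up 10.3% of the lower genes and 0.911% of all tested genes (odds ratio 14.5, Fisher's exact test, 2-sided, p = 6.39e-13, which treats genes as independent). The 5 of these 16 genes with the smallest p were *Ccl12*, *Mmp14*, *Cxcl16*, *Fpr2* and *Ccl5*. *Ccl12* fell by 2.06 on the log2 scale (standard error 0.28, adjusted p = 0.0359 in limma), from an FPKM of 4.69 ± 1.49 (SD, n = 3) to 0.361 ± 0.325 (SD, n = 3). *Mmp14*, a membrane-bound matrix protease, fell by 2.39 on the log2 scale (standard error 0.40, adjusted p = 0.0726 in limma). Over the whole list the shift was small, with a median log2 fold change of -0.06 and 59 genes lower against 44 higher (limma camera, adjusted p = 0.0194 over the 6 gene sets tested), and it did not pass an unadjusted threshold of 0.05 without a filter on low values or without vehicle-treated mouse 1.

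**Figure D2:**
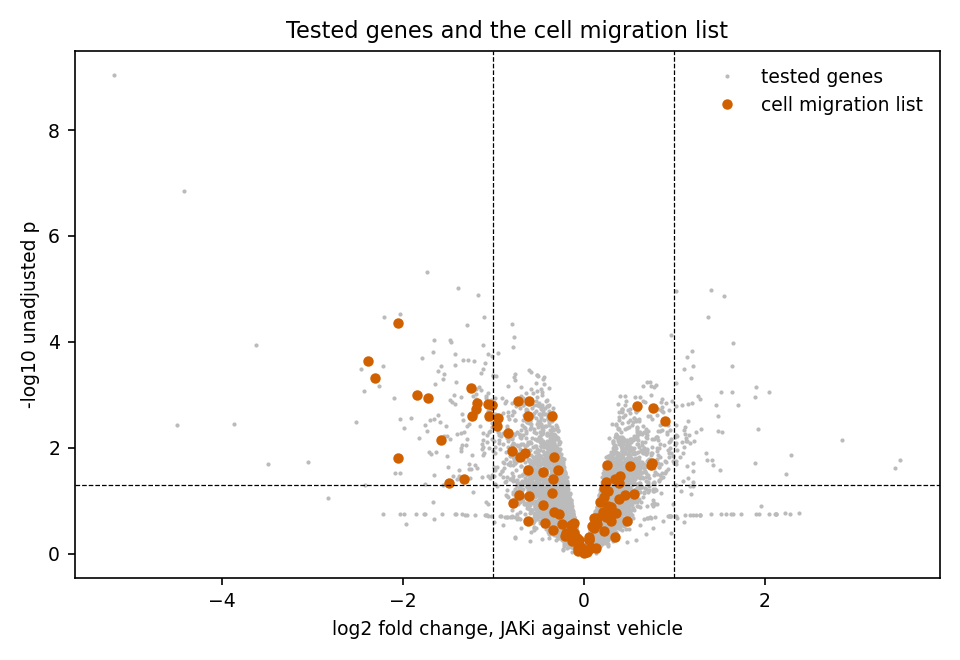
Log2 fold change of each tested gene between JAK inhibitor-treated and vehicle-treated mice (horizontal axis) against -log10 of its unadjusted limma p (vertical axis), with genes of the cell migration list in orange. Dashed lines mark 2-fold and an unadjusted p of 0.05; 16 listed genes lie beyond them on the lower side and 0 on the higher side.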

Next, we examined changes in the gene expression patterns of representative chemokine receptors and S1P receptors (*S1pr1*, *S1pr2*) [7, 30], which are known to influence the mobility of osteoclast precursors in vivo (Fig. 3A). 

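Of the 20 receptors in Fig. 3A, 14 passed the filter on low values. *Ccr4* and *Cxcr1* were listed at 0 in every mouse, and *Ccr8*, *Ccr10*, *Cxcr5* and *Xcr1* stayed below an FPKM of 1 in every mouse, so no fold change was tested for these. Of the 14 tested receptors, 7 were lower and 7 were higher with JAK inhibitor. *Cxcr2* had an FPKM of 7.94 ± 3.06 (SD, n = 3) with vehicle and 4.03 ± 0.929 (SD, n = 3) with JAK inhibitor, a log2 fold change of -0.80 (standard error 0.25, adjusted p = 0.184 in limma), which is less than 2-fold. *Ccr2*, the receptor with the highest values, did not differ, with 183 ± 23.4 (SD, n = 3) against 184 ± 17.7 (SD, n = 3) and a log2 fold change of 0.01 (standard error 0.12). *Cx3cr1*, whose promoter drives the reporter used for sorting, had an FPKM of 30.1, 31.5 and 15.5 in the vehicle-treated mice and 30.1, 29.5 and 36.1 in the JAK inhibitor-treated mice (log2 fold change 0.36, standard error 0.24, adjusted p = 0.512 in limma). *Cxcr3* had a log2 fold change of -0.78 with a standard error of 0.44, and its groups overlapped. Of the S1P receptors, *S1pr1* had a log2 fold change of -0.42 (standard error 0.35) and *S1pr2* of 0.03 (standard error 0.27). Whether an unadjusted p passed 0.05 in limma also depended on single mice, with *S1pr1* (-0.80 without JAK inhibitor-treated mouse 2), *Cxcr3* (-1.26 without vehicle-treated mouse 1) and *Cxcr4* (0.47 without vehicle-treated mouse 1) passing it and *Cxcr2* (-0.63 without JAK inhibitor-treated mouse 3) losing it. The directions of *Ccr2*, *Ccr6*, *Ccr7*, *Ccr9*, *Cxcr6* and *S1pr2* changed when 1 mouse was left out. Over 13 tested chemokine receptors, including *Ccrl2* but not the S1P receptors, the median log2 fold change was -0.17 (limma camera, adjusted p = 0.0594), and whether the set passed an unadjusted threshold of 0.05 changed with the filter, the normalization and the mice included.

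**Figure D3:**
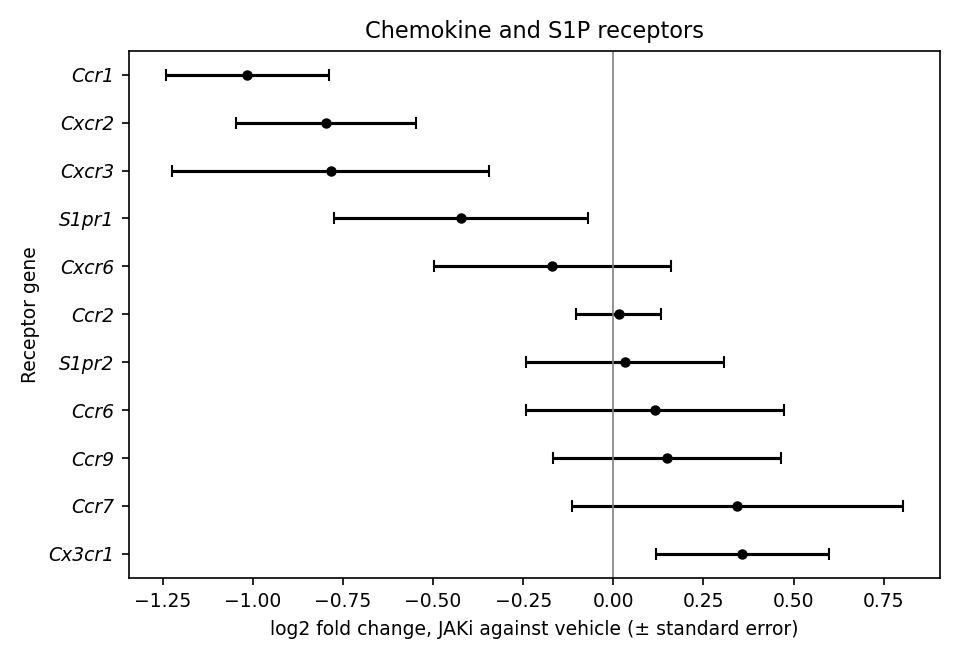
Log2 fold change of 11 chemokine and S1P receptors between JAK inhibitor-treated and vehicle-treated mice (horizontal axis, on the log2(FPKM + 1) scale), with bars for the limma standard error. *Ccr1* lies at -1.02, and above -1 when vehicle-treated mouse 3 is left out.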

The predicted target gene affected by the JAK inhibitor was *Ccr1* (< − twofold change, *P* < 0.05). This downregulation was validated at both mRNA and protein levels (Fig. 3 B, C).

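*Ccr1* lies on chromosome 9 from 123962124 to 123968692 (minus strand, GENCODE M21 on GRCm38) and encodes a receptor for CC chemokines. Its FPKM was 79.7, 70.7 and 116.5 in the 3 vehicle-treated mice and 56.5, 32.1 and 42.3 in the 3 JAK inhibitor-treated mice, with means of 88.98 ± 24.3 (SD, n = 3) and 43.6 ± 12.3 (SD, n = 3). The log2 fold change was -1.02 with a standard error of 0.23. The unadjusted limma p was 0.00157, and the exact 2-sided permutation test gave p = 0.1, the smallest possible with 3 mice per group, since every vehicle-treated mouse lay above every JAK inhibitor-treated mouse. The adjusted p in limma was 0.109 over all 11301 tested genes and 0.0113 over the 18 tested genes that the paper names, a family that holds genes the paper reports as lower in the same mice and so is no independent test. The fold change lay just past 2-fold and ranged from -1.22 to -0.81 on the log2 scale over the alternatives. It was less than 2-fold in 4 of the 15, with quantile normalization (-0.99), with weights for each library (-0.92), without JAK inhibitor-treated mouse 2 (-0.82) and without vehicle-treated mouse 3 (-0.81). Relative to *Gapdh*, which itself was lower with JAK inhibitor, the difference in log2 *Ccr1* was -0.53 with overlapping groups (exact permutation test, p = 0.2), and relative to the mean of 7 other housekeeping genes it was -1.12 without overlap (exact permutation test, p = 0.1). A lower *Gapdh* makes a decrease of *Ccr1* relative to it look smaller, not larger. These are bulk values of the sorted cells. In the same libraries, macrophage genes were also lower (median log2 fold change -1.11) and non-classical monocyte genes higher (0.65). Lower *Ccr1* per cell therefore cannot be told apart here from a change in the mix of sorted cells. From the fold change and P value of *Ccr1* among the receptors in Fig. 3A, the paper states that *Ccr1* was the predicted target gene of the JAK inhibitor. It then reports lower *Ccr1* mRNA, measured relative to *Gapdh*, and lower protein.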

**Fig. 3:**
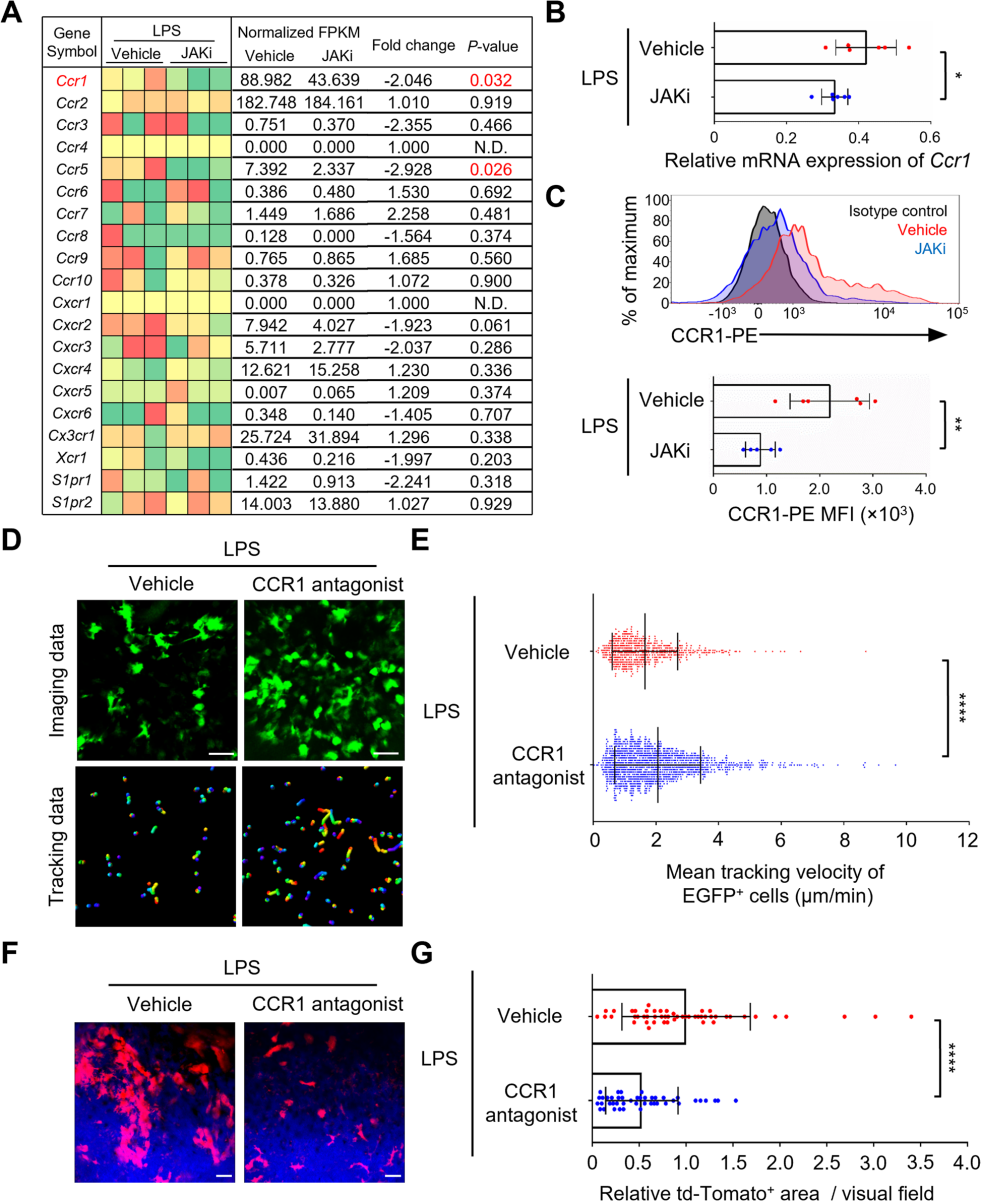
JAK inhibitor decreased expression of *Ccr1* in osteoclast precursors under inflammatory conditions. **A** Heatmap of representative receptors on CX_3_CR1-EGFP^+^ cells in JAK inhibitor (JAKi)-treated LPS-induced mice. Green, downregulation; red, upregulation (*n* = 3 mice per group). **B** Relative mRNA expression of *Ccr1* in CX_3_CR1-EGFP^+^ cells (*n* = 6 mice per group). **C** Representative histograms (upper) and quantitative mean fluorescence intensity (MFI) (lower) of CCR1 in CX_3_CR1-EGFP^+^ cells (vehicle, *n* = 6; JAKi, *n* = 5 mice). **D** Representative intravital imaging of osteoclast precursors of CCR1 antagonist-treated LPS-induced mice. Green, CX_3_CR1-EGFP^+^ cells. Scale bar, 30 µm (upper panels). Colored lines show the cell trajectories for 10 min (lower panels). **E** Mean tracking velocities of CX_3_CR1-EGFP^+^ cells (vehicle, *n* = 589 cells; CCR1 antagonist, *n* = 1281 cells from 6 mice per group). **F** Representative intravital imaging of mature osteoclasts. Red, TRAP-tdTomato^+^ cells; blue, bones. Scale bar, 50 µm. **G** Areas of TRAP-tdTomato^+^ mature osteoclasts relative to vehicle controls (vehicle, *n* = 51 images; CCR1 antagonist, *n* = 44 images from 6 mice per group). Statistical significance was determined by two-tailed Student’s *t*-test (**B**, **C**) and Mann-Whitney test (**E**, **G**). Error bars indicate the means ± SDs. *P < 0.05, **P < 0.01, ****P<0.0001

CCR1 is a representative inflammatory chemokine receptor expressed on monocytes, macrophages, immature dendritic cells, and natural killer cells [31] and is involved in the chemotaxis of osteoclast precursors in vitro [32]. According to the ChIP-Atlas, an integrative, comprehensive database [33], *Ccr1* expression is controlled by STAT1. In murine macrophage RAW 264.7 cells, its expression is increased by IL-6-induced STAT3 activation [34]. Whether the JAK inhibitors directly affect osteoclast precursors, by suppressing STAT phosphorylation and regulating *Ccr1* expression, was investigated in vitro using RAW 264.7 cells cultured with JAK inhibitor or vehicle for 1 h and then stimulated with IL-6 for 5 min or 10 min. STAT phosphorylation was then analyzed by immunoblotting. The results showed that the JAK inhibitor blocked the IL-6-induced phosphorylation of STAT1 and STAT3 (Supplementary Fig. S4 A and B). To examine the direct effect of the JAK inhibitor on *Ccr1* expression in osteoclast precursor, RAW 264.7 cells were cultured for 24 h with JAK inhibitor or vehicle in the presence of IL-6. The RT-qPCR analysis showed that the JAK inhibitor suppressed the IL-6-induced upregulation of *Ccr1* expression (Supplementary Fig. S4C). These results suggest that the JAK inhibitor acts directly on osteoclast precursors and decreases *Ccr1* expression.

Finally, we investigated whether CCR1 has an effect on the migration of osteoclast precursors to the bone surface under inflammatory conditions in vivo. LPS was injected into the calvarial periosteum of CX_3_CR1-EGFP mice; the CCR1 antagonist, J-113863, was administered intraperitoneally once daily for 5 days. Five days after LPS injection, intravital multiphoton microscopy was used to visualize the mobility of CX_3_CR1-EGFP^+^ osteoclast precursors in calvarial bone tissues (Fig. 3D). The mean tracking velocity of CX_3_CR1-EGFP^+^ osteoclast precursors was significantly faster in the CCR1 antagonist-treated mice than in vehicle-treated controls (Fig. 3 D and E, Supplementary Video 3). To clarify whether the CCR1 antagonist interferes with the migration of osteoclast precursors to the bone surface, we analyzed the adherence of osteoclast precursors to the bone surface. Compared with vehicle-treated controls, the adhesion area was decreased under CCR1 antagonist-treated mice (Supplementary Fig. S5 A, B). We also examined the effects of CCR1 antagonist on the number of mature osteoclasts at the site of LPS-induced inflammation using TRAP-tdTomato mice. Compared with vehicle-treated controls, the area of TRAP-tdTomato^+^ mature osteoclasts was significantly decreased in mice treated with CCR1 antagonist (Fig. 3 F, G). These results suggested that the JAK inhibitor decreases the expression of *Ccr1* on osteoclast precursors, resulting in the inhibition of their migration to the bone surface and a decrease in the number of mature osteoclasts.

## Discussion

JAK inhibitors are remarkable therapeutic agents to inhibit progression of structural joint damage in patients with RA [14–19]. In this study, we analyzed the in vivo effects of the JAK inhibitor, ABT-317, on the dynamics of mature osteoclasts and their precursors in a model of inflammatory bone destruction using intravital multiphoton microscopy. The results showed that the JAK inhibitor suppressed both the bone resorptive activity of mature osteoclasts and the migration of osteoclast precursors to the bone surface under conditions associated with inflammatory bone destruction (Fig. 4). In addition, we found that treatment with JAK inhibitor decreased the expression of *Ccr1* on osteoclast precursors. Imaging experiments with the CCR1 antagonist, J-113863, showed that CCR1 has a regulatory role in the migration of osteoclast precursors to the bone surface under inflammatory conditions. Taken together, these observations indicated that the JAK inhibitor regulated the migration of osteoclast precursors by suppressing the expression of *Ccr1*, resulting in a reduced number of mature osteoclasts on the bone surface (Fig. 4). Previously, we reported that anti-IL-6 receptor antibody and anti-TNF-α antibody mainly affected mature osteoclasts, whereas CTLA-4 Ig exclusively affected their precursors [13]. In contrast to these bDMARDs, the JAK inhibitor affected both mature osteoclasts and their precursors under conditions associated with inflammatory bone destruction, which should facilitate stricter control of bone destruction (Fig. 4).

**Fig. 4:**
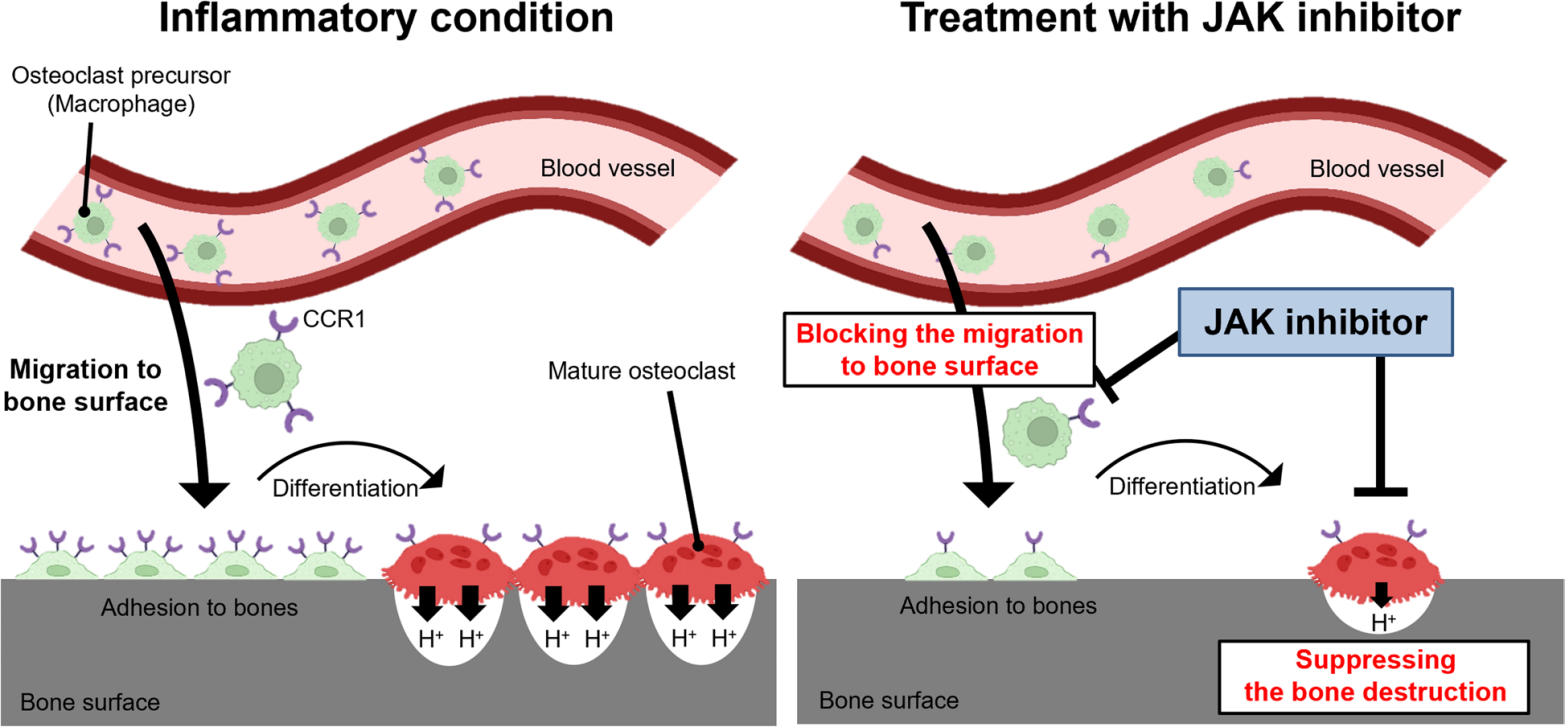
Scheme of the effects of JAK inhibitor on osteoclasts in vivo. Under inflammatory conditions, many osteoclast precursors migrate to the bone surface at the inflammatory site through CCR1-induced signaling. These cells differentiate into mature osteoclasts and cause abnormal bone destruction (left). JAK inhibitor decreased the expression of *Ccr1* on osteoclast precursors and blocked the migration of these cells to the bone surface, resulting in a decrease in the number of mature osteoclasts. In addition, JAK inhibitor suppressed the bone resorptive activity of mature osteoclasts (right)

The results of this study showed that the JAK inhibitor suppressed bone resorption by mature osteoclasts. There are several possible mechanisms for this inhibitory effect. A previous study showed that the plasma and hind paw tissue levels of inflammatory cytokines, such as IL-6, were decreased by treatment with JAK inhibitor in a rat model of adjuvant-induced arthritis [35]. JAK inhibitors may suppress inflammation-related IL-6 signaling; it may also abrogate osteoclastic bone resorption, which is abnormally activated by inflammatory cytokines. Another possible molecular mechanism is the downregulation of *Ccr5* in mature osteoclasts. In this study, RNA-Seq analysis showed that treatment with JAK inhibitor prevented the expression of *Ccr5* on osteoclast precursors under inflammatory conditions (Fig. 3A). In a previous study, *Ccr5*-deficient mature osteoclasts showed decreased bone resorption activity and increased cell deformation index in comparison with controls [36]. These results were consistent with the effects of JAK inhibitors on the in vivo dynamics of mature osteoclasts observed in the present study (Fig. 1 B, C). Further studies concerning a method for the isolation of mature osteoclasts from bone tissues are needed to identify the target molecules of JAK inhibitors on mature osteoclasts.

The results of this study showed that the JAK inhibitor blocked the migration of osteoclast precursors to the bone surface and decreased the number of mature osteoclasts. In addition, the JAK inhibitor appeared to prevent osteoclast differentiation because the expression levels of osteoclast-related genes (e.g., *Ocstamp* and *Dcstamp*) were decreased in osteoclast precursors from JAK inhibitor-treated mice (Supplementary Fig. S3A). 

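A list of 17 osteoclast genes, which includes *Ocstamp*, *Dcstamp*, *Ctsk* and *Atp6v0d2*, was written before the values were seen and had 15 tested genes, of which 13 were lower and 2 higher in osteoclast precursors of JAK inhibitor-treated mice. The median log2 fold change of the list was -0.41 (limma camera, adjusted p = 0.000279 over the 6 gene sets tested), and a pseudocount of 0.1 gave -1.085. Of the 10 splits of the 6 mice, 1 that mixed the treatments gave a smaller camera p than the real groups. The shift of the whole list therefore cannot be told apart from differences between mice. Without the 4 genes above, the other 11 tested genes had a median of -0.35, with 9 lower and 2 higher, and a camera p no larger than that of the real groups was found in 4 of the 10 splits, the real one included, so a shift of these other genes cannot be told apart from differences between mice. *Acp5*, the gene of the TRAP enzyme, had a mean FPKM of 232.8 with vehicle and 95.3 with JAK inhibitor, a log2 fold change of -1.12. *Mmp9* had a log2 fold change of -1.32 with overlapping groups. *Nfatc1*, the transcription factor of osteoclast differentiation, did not differ, with a log2 fold change of -0.04 and means of 28.6 and 27.5. *Tnfrsf11a*, the gene of the RANKL receptor, had a log2 fold change of -0.41 with overlapping groups. *Itgb3* went the other way, with a log2 fold change of 0.90 (standard error 0.22, adjusted p = 0.123 in limma) and groups that did not overlap. *Acp5*, *Mmp9*, *Nfatc1* and *Tnfrsf11a* were singled out from the list after their values were seen.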

A previous study showed that the JAK inhibitor, tofacitinib, did not regulate RANKL-induced osteoclast differentiation [35], but in another study, tofacitinib was shown to inhibit the IL-6-mediated activation of osteoclast differentiation in vitro [37]. When IL-6 binds to its receptor, JAK1 is activated and phosphorylated [20]. Thus, the selective JAK1 inhibitor used in this study, ABT-317, may have suppressed the IL-6-mediated activation of osteoclast differentiation under inflammatory conditions. Moreover, bone marrow cells of *Ccr1*-deficient mice reportedly have a low capacity of osteoclastogenesis, indicating that CCR1 plays an essential role in osteoclast differentiation [38]. The CD45^+^ CD11b^+^ CD115^+^ cell population with osteoclast differentiation potential is also decreased in bone marrow cells of CCR1 knockout mice [38]. In addition to suppressing osteoclast precursor migration by downregulation of *Ccr1*, JAK inhibitor may change the cell population of osteoclast precursors in bone marrow, thereby reducing the number of mature osteoclasts.

Previously, we reported that CTLA-4 Ig increased the mobility of osteoclast precursors and suppressed inflammatory bone destruction [13]. We performed RNA-Seq analysis of osteoclast precursors in LPS-induced inflammatory bone destruction model mice, which were treated with CTLA-4 Ig [13]. The RNA-Seq data showed that there were no changes in the expression patterns of chemokine receptors, such as *Ccr1* or *Ccr5* (Supplementary Fig. S6), suggesting that the molecular mechanisms underlying the inhibition of osteoclast precursor migration may differ between the JAK inhibitor and CTLA-4 Ig.

## Conclusion

In this study, intravital bone imaging was used to visualize the in vivo behavior of mature osteoclasts and their precursors under conditions associated with inflammatory bone destruction. The ability of ABT-317 to act on both mature osteoclasts and their precursors during osteoclastic bone destruction demonstrated the potential of this JAK inhibitor to limit bone destruction in arthritic regions. Future studies should examine pharmacological variance among the different JAK inhibitors used in the clinical setting. The information provided by our intravital bone imaging system may contribute to optimizing drug regimens.

## Supplementary Information

**Additional file 1: SupplementaryVideo 1.**

**Additional file 2: SupplementaryVideo 2.**

**Additional file 3: SupplementaryVideo 3.**

**Additional file 4: Fig S1. **Evaluation of osteoclastic function by intravital imaging. **Fig S2.** JAK inhibitor reduced the bone adhesion area of osteoclast precursors at the site of inflammation. **Fig S3.** RNA sequence-based transcriptional profiling of osteoclast precursors in JAK inhibitor-treated mice. **Fig S4.** JAK inhibitor acted directly on osteoclast precursors and decreased *Ccr1* expression. **Fig S5.** CCR1 antagonist reduced the bone adhesion area of osteoclast precursors at the site of inflammation. **Fig S6.** RNA sequence-based transcriptional profiling of osteoclast precursors in CTLA-4 Ig-treated mice.

## Data Availability

The authors confirm that the data supporting the findings of this study are available within the article or its supplementary materials. Raw data were generated at Osaka University. Access to raw data concerning this study was submitted under Gene Expression Omnibus (GEO) accession number GSE193104. Derived data supporting the findings of this study are available from the corresponding author M. I. and J. K. on request.

## Abbreviations

bDMARDs: Biological disease-modifying antirheumatic drugs
CTLA: Cytotoxic T-lymphocyte antigen
IL-6: Interleukin-6
JAK: Janus kinase
LPS: Lipopolysaccharide
PBS: Phosphate-buffered saline
pHocas: pH-activatable fluorescent probe for osteoclast activity sensing
RA: Rheumatoid arthritis
RANKL: Receptor activator of nuclear factor-kappa B ligand
RNA-seq: RNA sequencing
SHG: Second harmonic generation
STAT: Signal transducers and activation of transcription
TNF-α: Tumor necrosis factor-alpha
TLR4: Toll-like receptor 4
TRAP: Tartrate-resistant acid phosphatase
TYK2: Tyrosine kinase 2

How the deposited data were processed for this re-analysis (not part of the article)

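RNA-Seq values of CX_3_CR1-EGFP+ osteoclast precursors from 3 JAK inhibitor-treated and 3 vehicle-treated LPS-injected mice were analyzed. The authors deposited FPKM values, 1 table per mouse, with 24346 gene symbols, of which 8100 are listed at 0 in every mouse. The means of *Ccr1* in each group are those of the normalized FPKM in Fig. 3A, but the paper's text does not say how the values were normalized, with which aligner, annotation or program they were made, or which settings of iDEP were used. The library kit differs between the methods and the sample labels. Of the gene symbols, 95.7% were found among the reference gene names used here. Read counts were not used here. The relative depth of the libraries was estimated from low values, as the most frequent ratio between each pair of libraries in bins on the log2 scale. Ratios up to 2 on the log2 scale in either direction were searched. The peaks were low, with at most 38 genes in a bin. The places of JAK inhibitor-treated mouse 1 and of vehicle-treated mouse 1 each rest on 1 clear pair, so this is a rough estimate. The 7 pairs whose peak was at least 1.25 times the next bin gave depths within 1.17-fold, with a largest residual of 0.005 on the log2 scale. A library with 1 clear pair leaves no residual, so this small residual says little about accuracy. All 15 pairs gave 1.32-fold with a largest residual of 0.28. No confidence intervals from counts can be given.

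From the deposited FPKM, log2(FPKM + 1) was computed for the 11301 genes with an FPKM of at least 1 in at least 1 mouse and compared between the groups with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a trend, Benjamini-Hochberg adjustment), without a replicate block, since the same numbers label different mice and the methods name no pairing. Single genes also had an exact 2-sided permutation test of the 3 against 3 values, whose smallest p is 0.1. Gene sets were tested with limma camera with an inter-gene correlation of 0.01, and p was adjusted over the 6 sets of the main comparison. The sets were written by hand and are not Gene Ontology terms; lists of glycolytic, progenitor and mature neutrophil genes were written later, before the values of their genes were seen. The genes named are the 24 that the paper names for this experiment, the 5 higher and 5 lower genes with the smallest p among those changed more than 2-fold with a mean FPKM of at least 1 and groups that do not overlap, up to 5 members of each list with an unadjusted p under 0.05, and the sex-linked genes; genes named outside this rule are marked as chosen after their values were seen. Positions and gene types are from GENCODE M21 on GRCm38 and were not used in any test of expression. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

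The model was tested on simulated data with the means and spreads of the 11301 genes. In these, 200 genes, drawn from those with a mean log2(FPKM + 1) above 2, were changed by 1.5 on the log2 scale. At an adjusted p under 0.05, 93.5% of the changed genes were recovered, 3.61% of the genes called were false, and the median estimate was 1.51. This recovery need not hold for the real data. There, *Saa3* (log2 fold change -3.63, adjusted p = 0.0557 in limma) and *Ctsk* (-2.43, adjusted p = 0.109 in limma) did not pass, whereas *Ly6a* (-2.205) did. The alternatives tried were a pseudocount of 0.1, no filter and a filter of at least 1 FPKM in 3 mice, quantile normalization, scaling by the median ratio, empirical Bayes without the trend, weights for each library, the replicate number as a block, and each mouse left out in turn. These, the model and the gene sets were set before the data were examined. A floor of 0.1 FPKM without a pseudocount was added after the values of Fig. 3A had been compared. Alternatives listed for read counts were not run, since the values are FPKM. Measurements by RT-qPCR, flow cytometry and imaging, and the RNA-Seq of mice treated with CTLA-4 Ig, were not analysed here. Some genes are not reported here.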

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

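As tests of an explanation, the comparisons without vehicle-treated mouse 3, with another scaling, with neutrophil, mature neutrophil and macrophage genes, and of *Gapdh* with 1 mouse left out or against other housekeeping genes were chosen only after the result was seen, although the fits and marker lists they use had, apart from the mature neutrophil list, been planned. The other tests were set before their results were seen. All results in this part concern genes whose RNA-Seq values the paper does not discuss.

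None of the 15 genes with an adjusted p under 0.05 is among the 24 that the paper names. Among them were *Mir1954*, *Snord35a*, *Cfb*, *Chil3*, *Npl*, *AW112010*, *Ly6a*, *Il1f9*, *Ccl12*, *Akt1* and *Oas1a* on the lower side and *Lpar6*, *Zfp467* and *Mogat2* on the higher side; *AW112010*, *Il1f9* and *Akt1* are outside the naming rule and were chosen after their values were seen. *Cfb*, the gene of complement factor B, had a mean FPKM of 130.3 with vehicle and 37.5 with JAK inhibitor (log2 fold change -1.74, adjusted p = 0.0181 in limma, lower in 3 of 3 mice). Of the 4 splits of the 6 mice that part all 3 same-numbered pairs, 1, the real one, gave as many genes past this threshold, and 1 of the 4 gave as many genes changed more than 2-fold; over all 10 splits it was also the real one alone. The other 6 splits, which part fewer pairs, gave at most 1 gene and 37 genes. A design of 3 against 3 cannot bring this share under 0.05. Across 10870 genes with a transcript in the annotation (96.2%), the log2 fold change had a Spearman rho of -0.0838 with GC content and 0.0856 with transcript length, both weaker than the limit set beforehand; genes are not independent replicates.

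*Mir1954* and *Snord35a* have the smallest p of all tested genes. They were listed at 0 in all 3 JAK inhibitor-treated mice, against 45.2, 36.5 and 27.2 FPKM for *Mir1954* and 19.9, 33.4 and 12.7 for *Snord35a* in the vehicle-treated mice. Both are short features that lie within other genes, *Eng* and *Rpl13a*, on the same strand, whose own log2 fold changes were 0.42 and 0.06. Of 65 other microRNA and small nucleolar RNA genes that reached 10 FPKM in a mouse, 54 (83.1%) were at 0 in 1 mouse and at 10 or more in another mouse of the same group, against 2 of 6319 protein-coding genes (0.0317%). An unstable FPKM of short features is therefore a candidate explanation for both genes, and they are not weighed further.

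The set of IL-6 and STAT3 target genes had a median log2 fold change of -0.63, with 12 of 15 tested genes lower (limma camera, adjusted p = 3e-05). *Saa3* had a log2 fold change of -3.63 and *Lcn2* of -1.66, and all 3 JAK inhibitor-treated mice were lower than all vehicle-treated mice for both. Vehicle-treated mouse 3 carries part of this: *Il1r2* had an FPKM of 846.4 there, against 58.4 and 31.5 in the other vehicle-treated mice. Without that mouse the median was -0.36, still below 0 and past the threshold. With quantile normalization, the scaling that came nearest 0, it was -0.59. Of the 4 splits that part all same-numbered pairs, and of all 10, 1, the real one, gave as small a p. The mixed neutrophil list did not fall (median 0.47, not past the threshold), but the mature neutrophil list did (median -0.65, 7 of 9 genes lower), and so did the macrophage list (median -1.11, 9 of 10 genes lower). Lower expression per cell therefore cannot be told apart from fewer mature neutrophils or fewer macrophages among the sorted cells. Inhibition of JAK-STAT signaling by ABT-317 is a hypothesis that these tests leave open.

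The set of interferon target genes had a median log2 fold change of -0.34, with 27 of 35 tested genes lower (limma camera, adjusted p = 3e-05), among them *Oas1a* (-1.29), *Ly6a* (-2.205) and *Gbp2* (-0.83). Without vehicle-treated mouse 3 the median was -0.41, and without the 5 MHC class II genes it was -0.29, so neither accounts for the shift. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as small a p, but over all 10 splits 3 did, 2 of them mixing the treatments, so the shift cannot be told apart from differences between mice. Nor was it separated from fewer macrophages, whose list had a median of -1.11.

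The set of chemokine ligands had a median log2 fold change of -0.89, with 12 of 16 tested genes lower (limma camera, adjusted p = 2.99e-05). *Cxcl16* (-2.31), *Ccl12* (-2.06), *Ccl5* (-1.84), *Ccl7* (-1.18) and *Ccl3* (-0.73) each had groups that did not overlap. Without vehicle-treated mouse 3 the median was -0.97, so that mouse does not account for it. The size of the median depended on the processing: it was -0.176 without a filter on low values and -1.485 with a pseudocount of 0.1. The real split alone, 1 of the 4 that part all same-numbered pairs and of all 10, gave as small a p. However, 1 split that mixed the treatments came near it, with a camera p of 1.21e-05 against 4.99e-06 for the real groups. Differences between mice are therefore not ruled out. Fewer macrophages among the sorted cells, whose list had a median of -1.11, cannot be told apart from lower expression per cell here either.

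*Gapdh*, which the paper used as the reference gene in RT-qPCR, had an FPKM of 2678, 2629 and 2937 in the vehicle-treated mice and 1902, 1824 and 2095 in the JAK inhibitor-treated mice, a log2 fold change of -0.50 (standard error 0.09, adjusted p = 0.0886 in limma), with groups that did not overlap. The other 7 housekeeping genes had a median log2 fold change of 0.0911, so scaling between the libraries does not account for it. Leaving out each mouse in turn, the log2 fold change nearest 0 was -0.45. The 14 other glycolytic genes also fell, with a median of -0.32 and 12 of them lower. Lower expression of glycolytic genes may therefore include *Gapdh*; whether this holds in the mice used for RT-qPCR was not tested.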

How the results depend on the processing

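The log2 fold changes of *Ccr1*, *Ocstamp*, *Dcstamp*, *Ctsk* and *Atp6v0d2* and the medians of the osteoclast, chemokine ligand, interferon and STAT3 sets stayed below 0 and past an unadjusted threshold of 0.05 (limma for genes, camera for sets) under every alternative that gave a value; *Dcstamp* gave none under the stricter filter. Empirical Bayes without the trend cannot move a camera result. For *Ccr1* the value ranged from -1.22 to -0.81, less than 2-fold in 4 of 15 alternatives, and for *Ctsk* from -2.88 to -1.81. The median of the chemokine ligand set ranged from -1.51 with the floor of 0.1 to -0.176 without a filter. Alternatives for read counts were not run. No cause of the changes below was tested.

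The number of genes at an adjusted p under 0.05, 15, was 2 without a filter, 34 with the stricter filter, 2 without the trend, 63 with weights for each library, 71 at an adjusted p under 0.1, and 23 with the floor of 0.1 added after the data were seen; it ranged from 1 to 25 genes across the 6 fits that each left out 1 mouse. The number of genes changed more than 2-fold, 227, was 394 with a pseudocount of 0.1 and 414 with that floor, and ranged from 129 to 298 with 1 mouse left out. The share of lower genes among them was 68.7%, and 65.6% under quantile normalization. Without the 2-fold limit, quantile normalization nearly removed the excess of lower genes at an unadjusted p under 0.05, from 1062 lower and 742 higher to 918 and 888, whereas scaling by the median ratio left 999 and 793.

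With the replicate number as a block, which pairs different mice, 67 genes passed the adjusted threshold and the chemokine receptor set, with its median of -0.17, passed its own. The adjusted p over all genes was then 0.0233 for *Ctsk* and 0.0443 for *Atp6v0d2* in limma, the only alternative that brought *Ccr1*, *Ocstamp*, *Dcstamp*, *Ctsk* or *Atp6v0d2* under 0.05 (ranges over all alternatives 0.0233 to 0.344 and 0.0443 to 0.385). Deviations of same-numbered mice from their group means had correlations of 0.0158, 0.0542 and -0.000164.

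The cell migration set (median -0.06) lost its threshold without a filter (-0.05163) and in 1 of the fits with a mouse left out (range -0.1333 to -0.04715). The chemokine receptor set (-0.17) passed it with the stricter filter (-0.30), quantile normalization (-0.12) and weights (-0.0834), and without JAK inhibitor-treated mouse 1 or vehicle-treated mouse 3, with a range of -0.3242 to -0.1065 over the fits with a mouse left out.

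Directions reversed for 7 genes, of which *Ccr7* (0.34) lay furthest from 0. With weights these were *Ccr6* (-0.0834), *Ccr9* (-0.03852), *Cxcr6* (0.009722) and *Eif2s3y* (0.001772). With 1 mouse left out the ranges were -0.0952 to 0.0910 for *Ccr2*, -0.11 to 0.43 for *Ccr6*, -0.18 to 0.85 for *Ccr7*, -0.20 to 0.35 for *Ccr9*, -0.34 to 0.16 for *Cxcr6*, -0.28 to 0.26 for *S1pr2* and -0.2455 to 0.0593 for *Eif2s3y*. Over the 88 named genes apart from those at the top of this part, which include these 7, 36 of 1316 refitted values became weaker, 4 stronger and 15 reversed.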

Differences from the paper's values

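The mean FPKM of each receptor in Fig. 3A did not differ from the values here. For 3 receptors with low values, the fold change differed by more than the larger SD between mice on the log2 scale. A gap is called closed below when it was no larger than that SD, so a closed gap need not be a small one. Gaps within that SD are not counted, among them *Ccr7* (about 2.3 in Fig. 3A, read by eye, against 1.27 here) and *Ccr6* (about 1.5 in Fig. 3A, read by eye, against 1.08 here). The paper's fold change for *Ccr3* is about -2.4 in Fig. 3A, read by eye, against -1.29 here. Of the alternatives set before the data were examined, the pseudocount of 0.1 closed the gap (-2.4), the stricter filter gave no value and the others did not. For *Ccr9* the paper's fold change is about 1.7 in Fig. 3A, read by eye, against 1.11 here; the pseudocount of 0.1 (1.61) closed the gap, as did the fits without JAK inhibitor-treated mouse 1 (1.16) or 3 (1.13) and without vehicle-treated mouse 1 (1.23) or 2 (1.27), and the others did not. For *S1pr1* it is about -2.2 in Fig. 3A, read by eye, against -1.34 here; the pseudocount of 0.1 (-1.96), weights for each library (-1.45) and the fits without JAK inhibitor-treated mouse 2 (-1.74) and without vehicle-treated mouse 2 (-1.42) or 3 (-1.45) closed the gap, and the others did not. A floor of 0.1 FPKM in place of the pseudocount, chosen after the values were seen, gave -2.35, 1.69 and -2.24.

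The paper states that most of the genes lower with JAK inhibitor are related to the regulation of cell migration. Of the 156 genes lower by more than 2-fold, 16 (10.3%) were in the hand-written migration list, which is not the Gene Ontology and is shorter, so the share is not a count of the paper's terms.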

Other observations

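The tests of sex and depth and of the osteoclast set without the genes that the paper names were chosen only after the result was seen; the test of progenitor and mature neutrophil genes was set before their values were seen.

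Vehicle-treated mouse 3 stood apart from the other mice, with a mean root-mean-square distance of 0.573 on the log2 scale to the other libraries, against 0.456 to 0.488 for the rest. It had the highest value of 121 of the 156 genes lower with JAK inhibitor. Y-linked genes were expressed in all 6 libraries, with a summed FPKM of at least 51.1, and *Xist* stayed at or below 0.053, so a difference in sex does not account for it. It had the greatest estimated depth of the 6 libraries, 1.17-fold that of the lowest over the pairs with a clear peak and 1.32-fold over all pairs, and the peak of its pair with JAK inhibitor-treated mouse 3 lay 0.57 apart on the log2 scale. With residuals of up to 0.28, a difference in depth of 1.5-fold, the limit of this test, cannot be ruled out. No biological explanation other than sex was tested.

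Several lists of marker genes differed between the groups. They were not tested on other splits of the mice. For the interferon set, a split that mixed the treatments gave a camera p of 1.48e-09. The marker list shifts below therefore cannot be told apart from differences between mice. Non-classical monocyte genes were higher, with a median log2 fold change of 0.65 and 8 of 8 genes higher (limma camera, adjusted p = 6.97e-05 over 11 marker lists), and macrophage genes were lower, with a median of -1.11 and 9 of 10 genes lower (adjusted p = 0.00334). Erythroid genes were higher, with a median of 1.51 over 4 genes (adjusted p = 0.0334), and dissociation stress genes were lower, with a median of -0.25 (adjusted p = 0.0366). Classical monocyte, neutrophil, dendritic, B cell, T and NK cell, housekeeping and proliferation genes did not pass the threshold as sets.

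Among granulocyte genes, *Elane* (log2 fold change 1.12), *Mpo* (0.93), *Camp* (1.64) and *Fcnb* (1.48) were higher and *Mmp8* (-1.06) and *Cxcr2* (-0.80) lower with JAK inhibitor. A shift from mature neutrophils to progenitors among the sorted cells would raise other progenitor genes and lower other mature neutrophil genes. The mature list fell, with a median of -0.65 and 7 of its 9 tested genes lower. The 8 progenitor genes, with a median of 0.36, did not pass the threshold. The medians differed by 1.01, and the test in which both lists had to move was negative.

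Relative to other splits of the mice, the osteoclast, cell migration and chemokine receptor sets each had their smallest p in the real split among the 4 that part all same-numbered pairs, that is in 1 of 4. Over all 10 splits, 2 gave as small a p for the osteoclast set, the real one included, so its shift cannot be told apart from differences between mice. Without the 4 genes that the paper names, the osteoclast set still had a median below 0 (-0.352), but 2 of the 4 splits and 4 of the 10 gave as small a p, so the shift of the other genes cannot be told apart from differences between mice. The design cannot give a share under 0.05.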
